A study of Mus musculus with 26 samples. Its data were reported in "ChREBPβ is dispensable for the control of glucose homeostasis and energy balance" (2022).

How the data were processed

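RNA from subcutaneous inguinal white adipose tissue of single mice was labelled with 1 dye and hybridised to whole-genome mouse oligonucleotide arrays, with 1 array per mouse. Per the labels, all mice were fasted for 24 h and then refed for 18 h with food and water containing 20% glucose. The 26 arrays fell into 4 groups, which were taken from the labels. Total ChREBP KO mice (n = 7) lacked both isoforms of the transcription factor ChREBP, the product of the Mlxipl gene. ChREBPβ KO mice (n = 5) lacked the shorter isoform. Each KO had WT littermates of its own line (n = 7 in each).

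The authors scanned the arrays and extracted spot intensities with the scanner manufacturer's software, and the deposited scanner files hold these raw intensity values on a linear scale together with quality calls for each spot. The authors also deposited a table of log2 values, made in R from the same arrays by a filter on spot quality, quantile normalization and the median of replicated probes. That table was used only as an alternative. Each scanner file had 62976 spots, of which 59305 were not controls, and these held 56605 different probes.

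The main values were recomputed from the scanner files with the steps in the methods of the study. Exceptions were the scaled filter, the removal of outlier spots and the point at which replicate spots were merged, as described below. The median pixel intensity of each spot was used without background subtraction. Probes were kept if their spots were found, positive and significant, and well above background on at least 21 of the 26 arrays, or on at least 75% of the arrays of 1 group. The methods give the filter for 32 arrays, so the minimum was scaled to the 26 arrays used here. Spots with a non-uniformity or population outlier call were set to missing, between 28 and 138 per array. Among the tested probes, 97 values were then missing. This removal is not among the steps the methods describe, and keeping these spots was an alternative. Intensities were put on the log2 scale, and replicate spots of a probe were resolved by their median. The filter and quantile normalization between arrays followed. The methods of the study take this median after normalization. The filter left 38832 probes with 25407 gene names. Gene names were those of the array files, and 18175 of them were found in the gene table used as reference. Probe positions were those of the array annotation for mouse genome build mm9, which gave a position for 38649 of the tested probes. No annotation of exons or untranslated regions in that build was used here.

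One linear model with a mean for each of the 4 groups was fitted to all 26 arrays with lmFit and eBayes of limma 3.58.1 in R 4.3.3. It left 22 residual degrees of freedom, and all groups shared 1 estimate of the spread per probe. The 4 comparisons were total ChREBP KO against its WT, ChREBPβ KO against its WT, the difference between both KO effects (ChREBPβ effect minus total effect, an interaction term), and WT of the ChREBPβ line against WT of the total line. P-values were adjusted by the Benjamini-Hochberg method over all tested probes, and a probe was called at an adjusted p of 0.05 with no fold threshold. All adjusted p-values of single genes are from limma unless another test is named. The Mlxipl probes were also tested by an exact two-sided permutation of the arrays within each line. For the lipogenesis and thermogenesis lists, p-values were also adjusted over the list with both KO comparisons pooled, and, chosen after the data had been seen, for each comparison on its own. A gene with several probes was represented by the probe of highest mean intensity, except where a probe is given by name. For a probe that was not well above background on any array of a group, the fold is a bound. It sets the mean of the bright group against the mean, per array, of the higher of the lowest signal among probes well above background and the signal of the dim probe.

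Genes to be named were fixed before the data were examined. They were Mlxipl, 6 lipogenesis genes and 6 thermogenesis genes that the study measured, the 5 largest rises and 5 largest falls in each KO comparison among called genes whose KO and WT arrays did not overlap, and the 3 largest rises and falls among called genes in the other comparisons. All called genes were named where there were 15 or fewer. A gene was taken to have a symbol if its name was in the gene table. Gene lists for ChREBP targets, cholesterol synthesis, adipocytes, macrophages, extracellular matrix, lymphocytes, skeletal muscle, epithelium, red blood cells, reference genes and sex were also written beforehand from general knowledge. Lists with at least 5 tested genes were tested with camera at a correlation of 0.01 and with fry, both from limma, on 1 probe per gene. The mean log2 intensity of a list on an array is called its score. A further 3 lists, for lymph node stroma, thermogenic genes and the brown fat lineage, were added after the data had been seen.

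The relation of both KO effects was measured as Pearson's r across genes, and as the share of genes called in total ChREBP KO whose ChREBPβ effect had the same sign. Counts of calls and these relations were compared with 100 splits of the same arrays, the real one included. Calls within 10 Mb of Mlxipl were compared with calls elsewhere by Fisher's exact test, with windows of 5 and 20 Mb as alternatives.

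Other alternatives were background correction by normexp with an offset of 50, scaling of the median or the processed intensity to the 75th percentile of each array, 3 other filters on dim probes, keeping of outlier spots, the deposited log2 table, wash batch, scan day, slide and replicate number as blocks, a fit of only the groups compared, array weights, an intensity trend in the variance, a 1.5-fold threshold, other probes of a gene, other set tests, and the removal of each array in turn. The arrays came from 15 slides, 2 scan days and 4 wash batches, and each wash batch held arrays of at least 3 groups. Lymphocyte and skeletal muscle scores as covariates were chosen after the data had been seen.

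The fit was tested on simulated data with 200 changed probes among 38832, in which each probe was drawn independently of the others. In the ChREBPβ comparison it recovered 58.0% of probes changed by 0.5 on the log2 scale and 91.0% of those changed by 1, against 71.5% and 92.5% in the total ChREBP comparison. With no changed probe it made 0 calls in each comparison. Genes on the real arrays are correlated, so these rates and the set test below hold only for independent probes. In the set test on 10 lists, the 3 lists that had been shifted were recovered, and 1 list that had not been shifted was called as well, which shares 4 of its 6 genes with a shifted list. The number of arrays limits the precision of all values.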

Results

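Gene expression was measured in inguinal subcutaneous white adipose tissue of 26 mice on 1-colour arrays. There were 7 total ChREBP KO mice, 7 WT littermates of that line, 5 ChREBPβ KO mice and 7 WT littermates of the ChREBPβ line. ChREBP is a glucose-responsive transcription factor encoded by Mlxipl, and ChREBPβ is its shorter isoform, made from an alternative promoter. All mice had been refed with glucose after a fast, which favours ChREBP activity. The median spot intensity of an array was between 59 and 108, against a median background between 15 and 23. Between 70.2% and 76.5% of spots per array were well above background, and 0 spots were saturated. Pearson's r between any pair of arrays was between 0.953 and 0.997 across probes. The first principal component held 43.4% of the variance and the second 17.8%.

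The targeted gene was examined first, since it checks the labels. Mlxipl had 3 probes, all on chromosome 5 of mm9 and well above background on all 26 arrays. Probe A_55_P2119957 (135613705 to 135613764) had a mean log2 intensity of 13.78 ± 0.14 (SD, n = 7) in total ChREBP KO and 16.07 ± 0.25 (SD, n = 7) in its WT. The log2 fold change was -2.29 (SE 0.12, limma adjusted p = 1.86e-13, exact permutation p = 0.000583), and the KO level was 20.5% of WT. In ChREBPβ KO the mean was 14.16 ± 0.19 (SD, n = 5) against 15.68 ± 0.31 (SD, n = 7) in WT. This was a log2 fold change of -1.52 (SE 0.13, limma adjusted p = 6.19e-07, exact permutation p = 0.00126), and the level was 34.9% of WT. Both permutation p-values are the smallest that 3432 and 792 resamples can give. KO and WT arrays did not overlap in either line, so all 26 arrays fitted their labels at this probe. The fall was smaller in ChREBPβ KO than in total ChREBP KO by 0.77 on the log2 scale (adjusted p = 0.00339). Over the alternatives in fit and processing, the ChREBPβ value of this probe lost its call only with slide as a fixed block, where it was -1.54. Its adjusted p was between 8.34e-08 and 0.27 over these alternatives.

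The other Mlxipl probes gave smaller changes. Probe A_55_P2728555 (135598483 to 135599113) changed by -0.90 in total ChREBP KO (SE 0.12, adjusted p = 2.25e-06) and by -0.68 in ChREBPβ KO (SE 0.14), where it missed the threshold (adjusted p = 0.054) although KO and WT arrays did not overlap. Probe A_55_P2045158 (135614195 to 135614252) was unaltered within its error in both, with a log2 fold change of -0.13 (SE 0.07, adjusted p = 0.158) in total ChREBP KO and 0.04 (SE 0.08, adjusted p = 0.97) in ChREBPβ KO. The array files give this probe the same transcript identifier as the first.

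**Figure D1:**
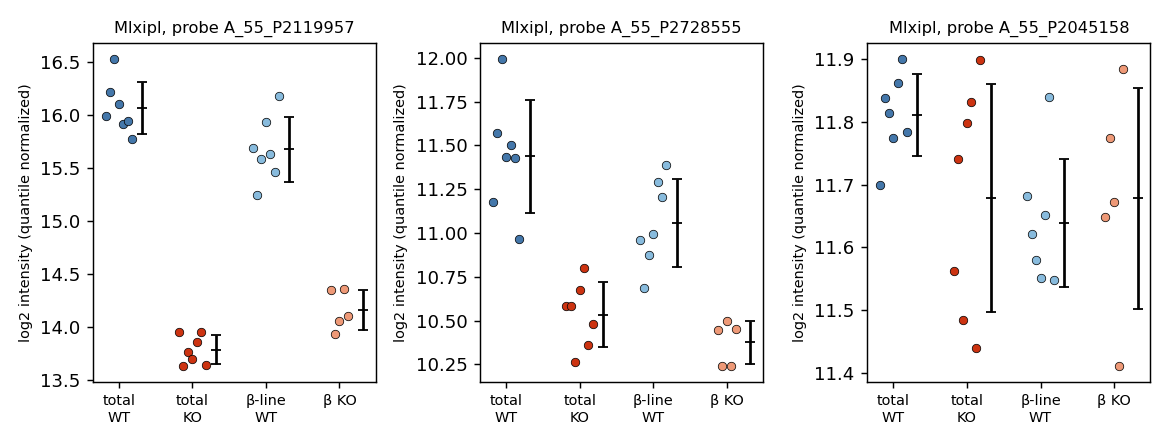
Log2 intensity (quantile normalized) of the 3 Mlxipl probes in the 4 groups. Each point is 1 mouse and bars are the mean ± SD. KO and WT arrays do not overlap for A_55_P2119957 and A_55_P2728555, and overlap for A_55_P2045158.

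Total ChREBP KO mice were compared with their WT littermates to see what the loss of both isoforms changes. Of 38832 tested probes, 17667 (45.5%) passed an adjusted p of 0.05 in limma, 10079 higher and 7588 lower in KO. They carried 12976 gene names. The median absolute log2 fold change of called probes was 0.42, and 5726 of them changed by at least 1.5-fold. KO and WT arrays did not overlap in 3764 of 25407 genes (14.8%), against a share of 0.0583% given by chance. Over the alternatives, the count was between 5431, with lymphocyte and muscle scores as covariates, and 19859, with array weights. That covariate fit was chosen after the data had been seen. The split into higher and lower calls depended on the scaling, since 57.05% of calls were higher here and 46.6% after scaling the median intensity to the 75th percentile of each array.

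Slc2a5, encoding a fructose transporter, had the largest fall among genes whose arrays did not overlap (A_51_P514405, chromosome 4, 149517775 to 149517834). Its mean log2 intensity was 5.10 ± 1.31 (SD, n = 7) in KO, where 2 of 7 arrays were well above background, and 14.11 ± 0.18 (SD, n = 7) in WT, a change of -9.01 (SE 0.43, limma adjusted p = 4.63e-14). As most KO arrays were near background, the size of this fall is not exact. Ucp1 (A_51_P426353, chromosome 8, 85821788 to 85821847) changed by -6.87 (SE 0.75, adjusted p = 6.88e-08), Sorcs2 by -4.80 (SE 0.29, adjusted p = 3.16e-12). Gm35986 and Prss35 were not well above background on any KO array, so their falls are bounds of at least 36-fold and at least 21.1-fold. Over the alternatives, other probes of a gene included, Prss35 changed by between -7.26 and -0.76. Sorcs2 changed by between -5.37 and -2.44, and both kept their call throughout. Among genes whose arrays did not overlap, the largest rises were 4.30 for Foxo6 (A_52_P589568, chromosome 4, 119939688 to 119939747, SE 0.20) and 4.27 for Unc93a (A_52_P326664, chromosome 17, 13301486 to 13301545, SE 0.19), both with an adjusted p of 1.72e-14. A second Unc93a probe, A_55_P2087391, changed by -0.02. Cyp2b10 rose by 3.97 (SE 0.38), Cyp2b9 by 3.72 (SE 0.34) and Hydin by 3.32 (SE 0.17). In WT mice of the total line, Foxo6 had a mean of 6.50 ± 0.20 (SD, n = 7) and Unc93a of 5.20 ± 0.32 (SD, n = 7), against 10.80 ± 0.44 and 9.46 ± 0.41 in KO (n = 7).

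The same comparison in the ChREBPβ line asked what is lost with the shorter isoform alone. Only 15 probes of 14 genes passed an adjusted p of 0.05, 2 higher and 13 lower in KO, and 14 of them changed by at least 1.5-fold. At an unadjusted p of 0.05 there were 3073 probes. KO and WT arrays did not overlap in 93 of 25407 genes (0.366%), against 0.253% given by chance. The count depended on the fit. It was between 0, with slide as a fixed block, and 64, with array weights, and was 2 when only the arrays of this line were fitted. It also rested on single arrays, with 2 calls without KO replicate 6 and 108 without KO replicate 4.

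The 13 probes with lower signal in ChREBPβ KO were those of Prss35, Sorcs2, Adcy10 (2 probes), Mlxipl, Tkt, Susd1, Mapk8ip1, Gprin2, Vps37d, Nat8l, Hk2 and Cables1. Prss35 (A_66_P109981, chromosome 9, 86651515 to 86651574) had a mean of 5.72 ± 0.57 (SD, n = 5) in KO and 7.73 ± 0.78 (SD, n = 7) in WT, a log2 fold change of -2.01 (SE 0.30, limma adjusted p = 0.00793). Gprin2 (A_66_P129006, chromosome 14, 35002299 to 35002358) was not well above background on any of the 5 KO arrays and was well above it on all 7 WT arrays, so that it was at least 1.77-fold lower in KO (adjusted p = 0.000123). Vps37d, which lies 49600 bp from Mlxipl on chromosome 5 (A_55_P2064074, 135548824 to 135548883), changed by -0.92 (SE 0.14, adjusted p = 0.00859). The log2 fold change was -1.90 for Sorcs2, -1.75 and -1.46 for Adcy10, -1.13 for Tkt, -1.01 for Susd1, -0.9999 for Mapk8ip1, -0.88 for Nat8l, -0.78 for Hk2 and -0.63 for Cables1, with adjusted p-values up to 0.0439. LOC105242387 and Gatsl3 were higher in KO, by 0.69 and 0.45. Other probes of some of these genes gave other values. Over the alternatives, other probes of a gene included, Prss35 changed by between -2.63 and -0.24 and lost its call in 4 of 21. Sorcs2 changed by between -2.09 and -0.60 and lost its call in 5 of 22. The brightest Tkt probe, A_51_P394515, changed by -0.42 and missed the threshold (adjusted p = 0.113), and 3 other Susd1 probes changed by between -0.04 and 0.10. Without KO replicate 6, only Mlxipl and Gprin2 passed.

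Genes of de novo lipogenesis and thermogenesis that the study measured were examined as lists. In total ChREBP KO, 3 of 6 lipogenesis genes passed over all probes and 3 when adjusted over the list, with both KO comparisons pooled. Elovl6 changed by -3.30 (SE 0.14), Acaca by -2.02 (SE 0.11) and Fasn by -0.31 (SE 0.06), while Scd1 (-0.02), Srebf1 (-0.14) and Srebf2 (-0.09) did not pass. Another Acaca probe, A_55_P2898142, changed by 0.16. Fasn ranked between 2 and 15 in brightness on every array and had the same normalized value, within 0.01, on 17 of 26 arrays, so quantile normalization narrows its range. Its change was -0.40 and -0.39 in the alternatives scaled to the 75th percentile. In ChREBPβ KO, 0 of 6 passed over all probes in limma and 2 over the list, Elovl6 (-0.43, SE 0.15, unadjusted p = 0.00981) and Srebf1 (-0.36, SE 0.12, unadjusted p = 0.00559). Both also passed when this comparison was adjusted on its own (adjusted p = 0.0294 in limma). The fall of Elovl6, Acaca and Fasn differed between the lines (adjusted p = 9.71e-10, 2.79e-08 and 0.00632 for the interaction).

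Of the 6 thermogenesis genes, 5 were tested, since Cox5b is not a gene name on the array. In total ChREBP KO, 3 passed over all probes and 3 over the list with both comparisons pooled: Ucp1 (-6.87), Cidea (-2.07, SE 0.30) and Cpt1b (-1.57, SE 0.28). Prdm16 (-0.03) and Cox8b (0.46, adjusted p = 0.0776) did not pass. In ChREBPβ KO, 0 of 5 passed over all probes in limma. Cidea (-0.83, SE 0.33, unadjusted p = 0.0175) passed over the list only when both comparisons were pooled (adjusted p = 0.0438), and 0 of 5 did with this comparison on its own (adjusted p = 0.0877 for Cidea in limma). Adjusted in that way, Cox8b passed as a rise in total ChREBP KO (adjusted p = 0.0486). Ucp1 had a mean log2 intensity of 15.46 ± 1.43 (SD, n = 7) in WT of the total line, 8.59 ± 1.06 (SD, n = 7) in total ChREBP KO, 8.61 ± 2.01 (SD, n = 7) in WT of the ChREBPβ line and 7.07 ± 1.20 (SD, n = 5) in ChREBPβ KO. The level in total ChREBP KO was therefore close to that in WT of the other line.

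The effects of both KOs were then set against each other. The interaction passed for 8754 probes, of which 3847 had a higher value in the ChREBPβ line and 4907 a lower one. This count was between 616, with slide as a fixed block, and 11225, with array weights. The largest positive differences were in Slc2a5 (7.17, SE 0.64, not an exact size because total ChREBP KO was near background), Ucp1 (5.32, SE 1.11) and Ccl21a (4.57, SE 1.44, adjusted p = 0.0241), and the largest negative ones in Unc93a (-4.67, SE 0.28), Foxo6 (-4.30, SE 0.29) and Cyp2b10 (-3.93, SE 0.57). Without ChREBPβ KO replicate 4, Ccl21a missed the threshold (adjusted p = 0.0518). The difference of Ccl21a was 0.35 with the lymphocyte score as a covariate (adjusted p = 0.898). It was 0.69 with the lymphocyte and muscle scores (adjusted p = 0.78). All 15 probes called in ChREBPβ KO were also called in total ChREBP KO, with 6.82 given by chance for calls in either direction (Fisher's exact test on these totals, p = 7.38e-06). All 15 had the same direction in both, with 3.06 given by chance. Probes are not independent, and both comparisons share 1 estimate of the spread per probe, so the Fisher p-value may be too small. The overlap did not pass with the replicate block (3 of 5 calls, Fisher's exact p = 0.392). Nor did it pass with only the groups compared in the fit (2 of 2 calls, Fisher's exact p = 0.194). So few calls leave that test little to decide on. Across 25407 genes, which are not independent replicates, Pearson's r of both effects was 0.32. Of 11644 genes called in total ChREBP KO, 65.1% had the same sign in ChREBPβ KO. In 100 splits of the ChREBPβ-line arrays, r was as high in 4 and the share of same signs in 12, and the highest values of other splits were 0.41 and 70.6%. The splits had an SD of 0.177 for r, and 5 of 100 were as large in absolute size. With slide as a fixed block, r was -0.06 and the share 49.2%.

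**Figure D2:**
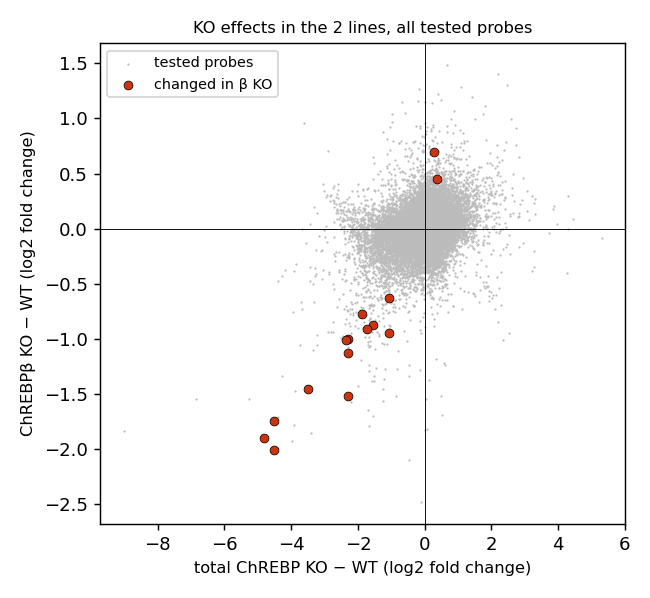
Log2 fold change in total ChREBP KO (horizontal axis) and in ChREBPβ KO (vertical axis) for all 38832 tested probes. Grey points are tested probes and red points the 15 probes called in ChREBPβ KO, all of which lie on the same side of 0 in both lines.

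Gene lists were tested in both KO comparisons, 20 tests in all. In total ChREBP KO, 6 lists passed in camera. ChREBP targets were lower (median -0.90 over 21 genes, 19 of them lower, adjusted p = 1.26e-11), as were lymphocyte genes (median -2.44, 15 of 15 lower, adjusted p = 4.36e-07), the lipogenesis list (adjusted p = 0.00178), macrophage genes (median -0.65, adjusted p = 0.0377) and the thermogenesis list (adjusted p = 0.0423). Adipocyte genes were higher (median 0.50, 12 of 13 higher, adjusted p = 0.000234). Their score was 15.56 in WT of the total line and 16.12 in total ChREBP KO. It was 15.97 in WT of the ChREBPβ line and 16.02 in ChREBPβ KO. WT of the total line was thus the low group, and it also had the highest lymphocyte score. An effect of the KO on adipocyte genes and a difference in lymph node content were not told apart. Skeletal muscle genes were higher in 12 of 12 without passing (median 2.68, adjusted p = 0.0801). In ChREBPβ KO, ChREBP targets (median -0.21, adjusted p = 4.34e-07) and macrophage genes (median -0.27, adjusted p = 0.0423) were lower. Under fry, 5 of these lists held in total ChREBP KO, all but macrophages, and 0 in ChREBPβ KO, where ChREBP targets had an adjusted p of 0.0609. With the correlation estimated for each list, 0 lists passed in either line. The macrophage list in ChREBPβ KO lost its call in 4 of 5 alternatives to the test, fit or processing (adjusted p up to 0.736). ChREBP targets in ChREBPβ KO lost theirs in 2 of 5. The lists for cholesterol synthesis, epithelium and extracellular matrix did not pass in either line. For extracellular matrix in ChREBPβ KO, the median of -0.00427 and the camera test (up) differed in sign.

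A KO line can carry neighbouring sequence of another strain, so calls near Mlxipl were counted. The paper describes editing of the ChREBPβ line directly in embryos of its own strain, which avoids backcrossing. This concern therefore bears less on the ChREBPβ line, for which the count is given for comparison. Within 10 Mb, 216 of 453 probes (47.7%) were called in total ChREBP KO, against 45.5% elsewhere (odds ratio 1.09, Fisher's exact p = 0.368). In ChREBPβ KO 1 of 453 probes was called, that of Vps37d, against 13 of 38193 elsewhere (odds ratio 6.50, Fisher's exact p = 0.152). The share in total ChREBP KO passed in 3 alternatives, with an odds ratio of up to 1.45.

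Each KO had its own WT littermates, and these WT groups were compared as a measure of the difference between the lines. WT mice of the 2 lines differed at 17645 probes, 9968 higher and 7677 lower in the ChREBPβ line, about as many as between total ChREBP KO and its WT. The count was between 1314, with both scores as covariates, and 19312, with array weights. The share of higher calls was 56.5%, and 36.7% and 43.3% after scaling the median or processed intensity to the 75th percentile. The first of these scalings moved the median difference of all probes from 0.03 to -0.11. Among called genes with a symbol, each taken at its brightest probe, the largest falls in the ChREBPβ line were in Ccl21a (-7.31, SE 0.97), Ucp1 (-6.84, SE 0.75) and Fcmr (-6.30, SE 0.68), and the largest rises in an immunoglobulin kappa variable gene (A_66_P122898, 3.76, SE 0.63), Nnat (3.09, SE 0.55) and Slc6a13 (2.75, SE 0.29). With the lymphocyte score as a covariate, the Ccl21a difference was 0.27.

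The lymphocyte score was 12.20 ± 0.60 (SD, n = 7) in WT of the total line, 9.92 ± 1.53 (SD, n = 7) in total ChREBP KO, 7.84 ± 0.39 (SD, n = 7) in WT of the ChREBPβ line and 7.98 ± 0.63 (SD, n = 5) in ChREBPβ KO. The skeletal muscle score spanned 6.68 to 12.55 in WT of the total line, 6.94 to 13.80 in total ChREBP KO, 6.78 to 12.71 in WT of the ChREBPβ line and 7.23 to 13.33 in ChREBPβ KO. Male-specific genes had scores between 9.25 and 9.55 in the group means, and Xist was detected on at most 2 arrays. The reference genes Hprt and Ppia had group mean scores between 15.55 and 15.75. The group means of the red blood cell score were between 14.62 and 15.38.

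**Figure D3:**
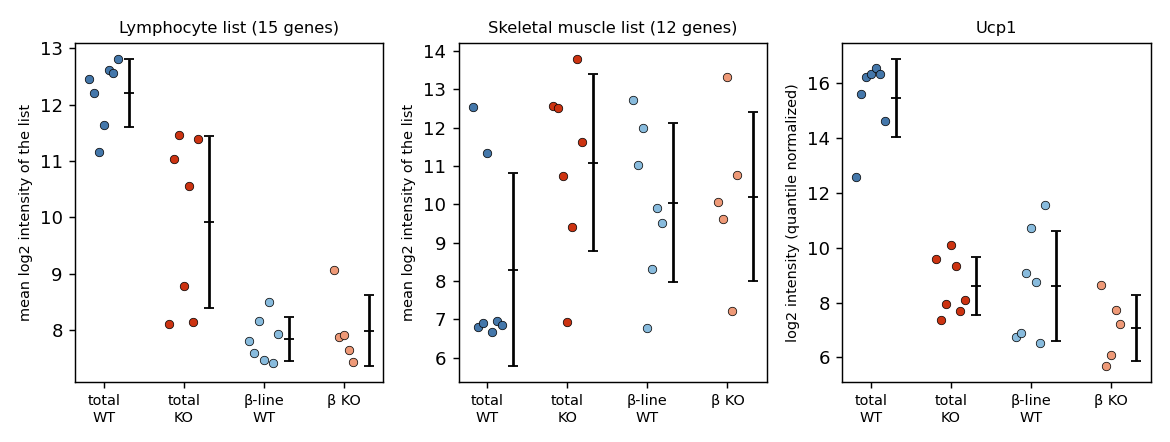
Mean log2 intensity of the lymphocyte list and the skeletal muscle list, and log2 intensity of Ucp1, in the 4 groups. Each point is 1 mouse and bars are the mean ± SD. Lymphocyte genes and Ucp1 are highest in WT of the total line, and muscle genes vary widely in every group.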

Values the study reported

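In white adipose tissue and liver, the study reported no significant change in gene expression in ChREBPβ-deficient mice, and regulation of many genes in total ChREBP-KO mice. In brown adipose tissue, it reported 63 upregulated and 73 downregulated genes in ChREBPβ-deficient mice. This was less than 5% of the number regulated in the same tissue of total ChREBP-KO mice. The edited region had 991 bp and held the 171 bp of exon 1b of Mlxipl.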

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

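The tests of wash batch on the counts of calls, of splits on the correlation of both KO effects, and of Unc93a and Foxo6, as well as all fits with lymphocyte or muscle scores as covariates, were chosen after the results had been seen.

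A single array stood far from the others of its group in 12 of 216 groups of values examined, and chance alone gives about 1 in 20, or 10.8. Fasn was low in replicate 6 of WT of the total line and in replicate 5 of ChREBPβ KO, at 18.84 in both, but the nearest arrays had the same value to 2 decimals, so these come from a scale on which Fasn has almost no spread. Scd1 was low at 17.39 and Foxo6 high at 6.89 in replicate 1 of WT of the total line. Slc2a5 was high at 7.91 in replicate 8 of total ChREBP KO, where the nearest array had 5.50, and Slc6a13 was low at 9.86 in replicate 2 of that group. In ChREBPβ KO, the called Tkt probe was low at 5.65 in replicate 2 against 6.77 in the nearest array, and Fcmr was high at 9.06 in replicate 1. In WT of the ChREBPβ line, Nnat was low at 10.34 in replicate 2 and Fcmr high at 7.41 in replicate 8. The epithelial score was high at 8.01 in replicate 6 of WT of the total line. The share of spots well above background was 76.5% in replicate 4 of ChREBPβ KO, against 73.0% in the nearest array of its group. The number of such arrays is close to what chance gives, and neither a technical nor a biological explanation was tested for single arrays. Replicate 4 of ChREBPβ KO was also the array whose removal gave 108 calls in the ChREBPβ comparison.

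The KO effect differed between the lines for 8754 probes. Chance in how the arrays were grouped can be excluded, since 1 of 100 relabellings of KO and WT within the lines, the real one, gave as many, although another gave 7258. Among the genes named for their KO effects, the difference (ChREBPβ effect minus total effect) was positive where the fall was larger in total ChREBP KO. It was 7.17 for Slc2a5, 5.32 for Ucp1, 3.73 for Gm35986, 2.90 for Sorcs2, 2.87 for Elovl6, 2.76 and 2.05 for the Adcy10 probes, 2.51 for Prss35, 1.80 for Acaca, 1.51 for Cpt1b, 1.44 and 1.17 for the Tkt probes, 1.35 for Susd1, 1.30 for Mapk8ip1, 1.23 for Cidea, 1.102 for Hk2, 0.80 for Vps37d, 0.77 for Mlxipl, 0.67 for Nat8l, 0.44 for Cables1 and 0.38 for Fasn. Total ChREBP KO had no array with Gm35986 or Prss35 well above background and 2 of 7 with Slc2a5, so the differences for these genes rest on floor-level means and are not exact sizes. The difference was negative for genes that rose in total ChREBP KO and not in ChREBPβ KO. It was -4.67 for Unc93a, -4.30 for Foxo6, -3.93 for Cyp2b10, -3.76 for Cyp2b9 and -3.05 for Hydin.

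A difference of this kind can also arise where the WT groups differ and the KO groups do not. Of the 8754 probes, 35.4% also differed between total ChREBP KO and WT of the ChREBPβ line in the direction of the total KO effect. This lies between the share under 10% that a difference of the WT groups alone would leave and the share over 50% set for the opposite case, so the WT groups and the KO cannot be told apart as the source for the probes as a whole. For Ucp1 the KO level was close to WT of the other line. For Slc2a5, Acaca and Elovl6 the total ChREBP KO level (5.10, 15.45 and 12.71) was below both WT groups (14.11 and 13.32 for Slc2a5, 17.47 and 17.46 for Acaca, 16.01 and 15.23 for Elovl6). With the lymphocyte score as a covariate, 25.9% of the 8754 calls stayed (2264). Of 100 permutations of that score within groups, 8 left as few calls, the real one included. For the probes as a whole, lymph node content and lost precision therefore cannot be told apart. The loss of both isoforms against 1 remains among the open explanations, as do lymph node content and the history of the lines.

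Unc93a and Foxo6 rose in total ChREBP KO alone among the 4 groups, and RNA of lymph node or muscle cells is a candidate explanation. With the lymphocyte and muscle scores as covariates the smaller of both rises was 4.06, so the rise kept its size and did not follow these scores. A second Unc93a probe did not change. RNA of other cell types, or sequence differences between strains under the probes, were not tested.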

How the results depend on the processing

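The fits with lymphocyte or muscle scores, and the adjustment of gene lists for each comparison on its own, were chosen after the data had been seen, and all other alternatives were fixed before the data were examined. Unless a cause is given, the cause of a change was not tested.

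Of the results for single genes and lists, 1251 values under alternatives to the fit or processing kept direction and side of the threshold, 97 lost a call, 10 gained one and 23 changed sign. Of the values of summary results, 278 stayed within their limits, 37 counts moved by more than 1.5 times, 4 changed direction, 3 gained a call and 1 lost it. The deposited log2 table, outlier spots kept, the filter at its unscaled numbers, scan day as a block, slide as a random block and normexp on the median intensity changed the call of no result tested. Mlxipl (A_55_P2119957) kept direction and call in total ChREBP KO under all 20 alternatives to the fit, between -2.46 and -2.24. In ChREBPβ KO it missed the threshold with slide as a fixed block, at -1.54. Its other probe A_55_P2045158 gave 0.039 in ChREBPβ KO.

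Slide as a fixed block, with 15 slides, left 8 residual degrees of freedom, and 4 slides held 1 array each, so fewer calls follow from its construction. It gave 8429 calls in total ChREBP KO, 0 in ChREBPβ KO and 616 for the interaction, an overlap of 0 calls, an r of -0.058 between both effects and a share of same signs of 49.2%. Fasn (-0.034) and Scd1 (-0.018) changed sign in ChREBPβ KO and Scd1 (0.062) in total ChREBP KO.

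Replicate numbers are shared between KO and WT, but they do not pair the mice. The correlation of deviations of same-numbered arrays exceeded 0.1 in 3 of 6 pairs of the total line and 1 of 4 pairs of the ChREBPβ line, with values between -0.36 and 0.51. With the replicate block there were 15415 calls in total ChREBP KO, 5 in ChREBPβ KO, 5692 for the interaction, an overlap of 3 and 1 list passing in ChREBPβ KO. The Mlxipl window held no ChREBPβ call (odds ratio 0), Scd1 changed by 0.031 in total ChREBP KO, and cholesterol synthesis changed direction in ChREBPβ KO (adjusted p = 0.236). In the block fit 15 values of single genes and lists lost their call. No paired analysis was possible for the WT comparison because the blocks lie within the lines.

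With only the groups compared in the fit, ChREBPβ KO had 2 calls, an overlap of 2 and an odds ratio of 0 near Mlxipl, with fewer arrays to estimate the spread. Array weights gave 64 calls and an overlap of 59, and an intensity trend 26 and 26. The processed intensity scaled to the 75th percentile gave 9 calls and an overlap of 9. Probes detected on all 26 arrays gave 10531 calls in total ChREBP KO, 8 in ChREBPβ KO (overlap 8), 5442 for the interaction and 10240 between WT groups, and 1 thermogenesis gene called, with fewer probes tested. With 1 probe per gene there were 11680 calls in total ChREBP KO and 11689 between WT groups, again from fewer probes. At least 1.5-fold change was met by 5726, 4486 and 5899 probes in total ChREBP KO, the interaction and the WT comparison.

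The lymphocyte score as a covariate gave 5911 calls in total ChREBP KO, 26 in ChREBPβ KO, 2464 for the interaction and 1703 between WT groups, and both scores gave 5431 in total ChREBP KO, 2272 for the interaction and 1314 between WT groups. The odds ratio near Mlxipl in total ChREBP KO then passed, at 1.33 and 1.45, as it did with no filter on dim probes, at 1.29. Ccl21a changed sign between WT groups, at 0.27 with the lymphocyte score and 0.10 with both.

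Camera with estimated correlation called 0 lists in either KO, and fry 0 in ChREBPβ KO. Adipocyte and extracellular matrix lists changed direction in ChREBPβ KO on the processed intensity (adjusted p = 0.8287 for both). Values close to 0 changed sign in a few more cases. In ChREBPβ KO, Fasn was -0.048 and -0.037 and Scd1 -0.032 and -0.029 under 75th percentile scaling of the median and the processed intensity. Prdm16 in total ChREBP KO was 0.0081 with array weights, 0.0080 with normexp on the mean intensity and 0.030 with the muscle score. Other probes gave 0.16 for Acaca in total ChREBP KO, -0.019 for Unc93a in total ChREBP KO, 0.0224 and -0.0224 for Srebf2 in total ChREBP KO and ChREBPβ KO, and 0.10 and 0.0495 for Susd1 in ChREBPβ KO.

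With 1 array left out at a time, calls were between 16031 and 18946 in total ChREBP KO, 7191 and 10383 for the interaction, and 16202 and 18141 between WT groups. In ChREBPβ KO they were between 2, without KO replicate 6, and 108, without KO replicate 4, with an overlap between 2 and 81. They also left the range of 1.5 times without KO replicates 2 (7) and 5 (6), WT replicates 2 (27), 4 (7), 7 (55) and 8 (9), and replicate 4 of WT of the total line (29). The ChREBPβ odds ratio near Mlxipl was between 0 and 21.3, and was below 1 without KO replicates 4 (0.80) and 6 (0). Mlxipl and Gprin2 were called in each of these 26 fits, and Nat8l lost its call in 16 of them, Tkt (A_52_P631197) in 13 and Adcy10 (A_51_P256747) in 10. Values near 0 that changed sign were Cpt1b (-0.24 to 0.0446) and Mlxipl probe A_55_P2045158 (-0.0125 to 0.106) in ChREBPβ KO, and Prdm16 (-0.0915 to 0.0045) and Scd1 (-0.0896 to 0.0122) in total ChREBP KO.

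The share of higher calls moved with the scaling. For total ChREBP KO it was 57.05% and became 46.6% when the median intensity was scaled to its 75th percentile. For the interaction it went from 43.95% to 56.9%, and between WT groups from 56.5% to 36.7%, or 43.3% with the processed intensity. Signal over background limits the values of dim genes such as Gprin2, Gm35986 and Prss35, for which folds are bounds.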

Other observations

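The lists for lymph node stroma, thermogenic genes and the brown fat lineage, the covariates, the permuted scores and the tests of Vps37d and Ucp1 were chosen after the data had been seen, and the tests of wash batch on the counts of calls and of splits on the correlation of both KO effects after their results had been seen.

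Inguinal fat holds a lymph node, and the samples differed in lymphocyte genes. All 15 genes of the list were lower in total ChREBP KO than in its WT and lower again in both groups of the ChREBPβ line. Ltb had mean log2 intensities of 14.01 in WT of the total line, 11.91 in total ChREBP KO and 9.26 in WT of the ChREBPβ line, and Cd79b of 13.65, 11.17 and 8.75. Within groups, the genes rose and fell together, with a median pairwise r of 0.806 (26 arrays, deviations from group means), against at most 0.296 in 1000 random lists of like intensity. This is only just above the value of 0.8 set in advance. The mean of the lymph node stroma genes Glycam1, Ccl21a, Ccl19 and Cxcl13 followed that of the lymphocyte genes within groups (r = 0.886). Lymph node tissue in differing amounts may therefore explain the lymphocyte pattern. Whether the node was left in place in some dissections or differed in the mice themselves cannot be read from these arrays.

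Skeletal muscle genes varied widely from array to array within groups, and their median pairwise r within groups was 0.944, which is consistent with muscle tissue in some samples. The effect on the comparisons was limited, since 87.2% of the calls of total ChREBP KO against WT stayed with the muscle score as a covariate.

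The difference between total ChREBP KO and its WT was weighed against several technical sources. Chance in the grouping can be excluded (1 of 100 splits, the real one, gave as many calls, although another gave 10361), and so can wash batch, with 17491 calls when it was a block. With the lymphocyte score as a covariate, 31.7% of the calls stayed (5598 of 17667), between the limits set in advance for a cause and for no cause. When the score was permuted within groups 100 times, only the real score left as few as 5911 calls, and the lowest permuted count was 5997. For the probes as a whole, lymph node content and KO therefore cannot be told apart, because the score follows the groups. For the listed ChREBP targets, lymph node content is excluded as the cause. Their median change was -0.89 without and -1.05 with the covariate, and 20 of 21 genes were lower. These targets were chosen beforehand, and 4 of the 6 lipogenesis genes are among them.

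WT mice of both lines differed at as many probes as total ChREBP KO and WT. Chance can be excluded (1 of 100 splits, the real one, gave as many, and the highest other gave 4520). Wash batch as a block gave 17663 calls, and 75th percentile scaling in place of quantile normalization gave 18891, so neither is the source. With the lymphocyte score as a covariate 7.46% of the calls stayed. That is under the limit of 10% set in advance for lymph node content as the cause, but the limit turned out to be a weak test. The score separates the WT groups, so the median standard error rose from 0.0934 to 0.191, and of 100 permutations of the score within groups, 15 left as few calls, the real one included. The loss of precision alone may account for the drop, and lymph node content, strain history, housing and other differences between the lines cannot be told apart here. The lymphocyte-linked genes Ccl21a and Fcmr did lose their difference, which went from -7.31 to 0.27 and from -6.30 to -0.46.

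Most thermogenic genes were higher in WT of the total line than in the other groups. Ucp1 was 6.84 lower in WT of the ChREBPβ line, with Cox7a1 at 14.13 against 11.64 and Elovl3 at 11.54 against 8.07. Dio2, Ppara and Cox8b did not follow in total ChREBP KO, with changes of 1.46, 1.03 and 0.46, the last of which missed the threshold. Between the WT groups they did follow, at -1.73, -0.67 and -1.11 in the ChREBPβ line (adjusted p = 0.00293, 0.00277 and 0.00011). Their means were higher in both groups of the total line than in both groups of the ChREBPβ line. Of the 10 genes of the extended list, 4 are also in the study's own list. Pieces of brown fat are a candidate explanation, for which 2 lineage genes were examined. Lhx8 (A_51_P298615) was higher, by 1.05, in WT of the ChREBPβ line than in WT of the total line, though its probe A_66_P132546 gave -0.01, and Zic1 was detected on 0 of 7 arrays of WT of the total line, 3 of 7 of total ChREBP KO, 2 of 7 of WT of the ChREBPβ line and 0 of 5 of ChREBPβ KO. This argues against pieces of classical brown fat, though it rests on these 2 genes, and with the lymphocyte covariate the Lhx8 difference was 0.50 and did not pass (adjusted p = 0.395). Wash batch did not account for the Ucp1 difference, which was -6.86 with it as a block, nor did lymph node content, with -7.69 and the score as a covariate. Browning of white fat in WT of the total line that total ChREBP KO lacks, and a difference between the lines in housing or background, both stay open and were not tested.

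The small set of ChREBPβ calls was not a product of chance in the grouping, as 1 of 100 splits, the real one, gave as many as 15, and the highest other split gave 6. With wash batch as a block there were 20 calls. The correlation of both KO effects was as high in 4 of 100 splits, while the share of same signs was as high in 12 of 100, so chance cannot be excluded for the second. For the first, the answer depends on the count, since 4 is under the limit of 5 in 100 and 5 of 100 were as large in absolute size. With both scores as covariates the share of same signs was 67.9% among the genes called without them and 70.8% among the genes called in that fit. Neither settles the part of lymph node and muscle content, since the share lay within the range of the splits from the start and the splits were not fitted with these covariates.

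Vps37d, 49600 bp from Mlxipl on the array map, was lower in both KOs (-1.72 and -0.92). A change of the whole flanking region is one possible explanation. Of 52 other genes within 1 Mb, 0 were lower in both at an unadjusted p of 0.05 in limma, against 1.77% of genes elsewhere, which argues against a change of the whole region and leaves open one that reaches only the nearest genes. Tbl2, at 21378 bp, rose by 1.09 in total ChREBP KO and changed by -0.03 in ChREBPβ KO. Vps37d as a target of ChREBP also stays open.

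The Mlxipl probes did not change alike. Probe A_55_P2045158 kept its level in both KOs (-0.13 and 0.04), while A_55_P2119957, close to it on the array map, fell in both. The cause was not tested.

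At an adjusted p of 0.05, 15 probes were called here in ChREBPβ KO, but 2 with only the groups compared in the fit, 5 with the replicate block, 0 with slide as a fixed block, and 2 or 108 without KO replicate 6 or 4. The count of 15 is more than the absence of change quoted from the study above. The methods of the study name no test or threshold for its array counts, so both results need not rest on the same criterion. The probes called here include that of Mlxipl itself. In brown adipose tissue, the study lists Mlxipl, Prss35, Adcy10, Tkt, Mapk8ip1 and Vps37d as lower in both KOs.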
